A study of Mus musculus with 17 samples.

How the data were processed

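Gene expression was measured by RNA sequencing in cells sorted from the tibialis anterior muscle of male DBA/2J mice aged 3 months after injury with cardiotoxin, a snake venom toxin that kills muscle fibres and starts regeneration. The labels describe 17 samples in 6 groups. There were 2 samples of neutrophils taken on day 1, and 3 samples each of Ly6C high macrophages on days 1, 2 and 4 and of Ly6C low macrophages on days 2 and 4. Libraries were made from poly-A RNA with a TruSeq kit and sequenced on a HiSeq instrument, per the labels' protocols. The submitters' processing notes name the mm10 genome build, TopHat2 2.0.7 and Cufflinks 2.0.2, with no role for any of them. The annotation and the normalization method are not given in the sources used here.

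The values used were deposited by the authors as log2 normalised reads in a single table of 38087 genes, with 1 column for each of the 6 groups and none for single samples. Each column was therefore used as the authors' mean of its group. The lowest values show how the columns were built. Low values, multiplied by the number of samples in the group, were compared with ladders of whole reads times a constant. Those of 20.5 to 44.8% of the low-valued genes of a column fell on the ladders, within a relative tolerance of 1e-05. In each group 1 ladder was taken per labelled sample, 17 in all. Whether a column holds further ladders was not tested, so their number is no evidence on the number of samples. From the fit to the ladders, the deposited log2 value was read as a mean over samples of log2 normalised reads. Values under 1 were taken as set to 1 before the logarithm. One read was worth between 0.412 and 1.03 normalised units. Total read counts cannot be had from these means. A log2 value of 5 stood for 31.2 to 77.6 reads in a library, for which counting error alone is 11.4 to 17.9% of the value. The 31.2 reads and the 17.9% belong to a neutrophil library whose reads may have been counted in pairs, as described at the end. In that case its independent reads would be fewer and its counting error larger.

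One value per group leaves no spread between samples, so the tests fixed before the data were examined could not be run. These were limma with empirical Bayes moderation on single samples, the camera and fry gene set tests, replicate blocks, sample weights, fits of single pairs of groups and the leaving out of samples. No p-value, standard error or standard deviation is given. Differences between the authors' means are reported as sizes, without a replicate check, and whether a difference exceeds the spread between animals is unknown. A gene was compared when its log2 value was at least 5 in at least 1 of the groups compared, and genes at least 2-fold apart (1 on the log2 scale) were counted. This filter was chosen after the values were seen. The filter fixed before the data were examined asked for a value of at least 1 in at least 2 samples. Without a test it lets genes of a few reads pass 2-fold by counting error, and the counts under its nearest form, a log2 value of at least 1 in at least 2 groups, are given in the closing section beside those of the other settings. They were larger by more than 1.5 times in all 8 comparisons. No pseudocount was added to the log2 values. A difference from a value near 0 is understated because of the floor, and a gene at 0 in a group is only said to be listed at 0.

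There were 7 comparisons between pairs of groups, and 1 of the difference between Ly6C low and Ly6C high on day 4 minus that on day 2. The 31 gene lists were written before the data were examined. For each, the members compared were counted as at least 2-fold higher, at least 2-fold lower or neither. The median difference was placed among the medians of 10000 random lists of the same size, matched on mean value in 20 bins (seed 20), when at least 5 members were compared. That percentile describes these columns and is not a test. Genes were named by a rule fixed beforehand and adapted to the missing samples. It takes the 5 genes highest and the 5 lowest in each comparison whose value in the higher group was at least that group's median, up to 4 members of a list by the same criterion, and 10 anchor genes whatever their value. The part of the rule that asked for called genes with samples that do not overlap could not be applied. Genes chosen in any other way are said to be so where they appear. Some genes that the rule takes are not reported here. Symbols on more than 1 row (3966 rows) were used once in a list, by the row with the highest mean. Of the gene identifiers, 36308 (95.3%) were found in GENCODE M21, from which coordinates and gene classes on GRCm38, the assembly of mm10, were taken.

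Alternative settings were pseudocounts of 0.1 and 5 on the linear scale, no filter, a log2 value of at least 5 in at least 2 groups, the filter named above, median-ratio rescaling and quantile normalization of the columns, and, added after the data were seen, a log2 value of at least 7 in 1 of the groups compared and protein-coding genes only. The procedure was tested on simulated data, with reads drawn for the real genes at each library's worth of a read and 200 genes changed. With counting error alone, every gene changed 4-fold passed 2-fold in the right direction in each of the 7 comparisons and no unchanged gene did. Reads were drawn as independent in every library. If 1 neutrophil library was counted in pairs, the simulation understates counting error in the comparison with neutrophils. With an assumed coefficient of variation between animals of 0.3, between 77 and 212 unchanged genes passed. In the comparison of Ly6C high cells between days 2 and 1, 104 of 10905 unchanged genes passed in that simulation. A gene changed exactly 2-fold lies on the threshold and passed in 41.1 to 58.8% of cases. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.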

Results

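Neutrophils and macrophages enter muscle within days of injury. Macrophages with high surface Ly6C, which derive from inflammatory blood monocytes, are followed by macrophages with low Ly6C that accompany repair. The series title places the work in a study of how the nuclear receptor PPARγ, encoded by Pparg, acts in macrophage polarization. Expression was measured in neutrophils on day 1 (2 samples), Ly6C high macrophages on days 1, 2 and 4 (3 samples each) and Ly6C low macrophages on days 2 and 4 (3 samples each). The deposited table holds 1 value per group, the authors' mean of log2 normalised reads, so no value below has an error or a replicate check. Of 38087 genes, 13875 were at 0 in all 6 groups and 13065 reached a log2 value of 5 in at least 1. The depth per sample is not known from these means, beyond the worth of a read, which lay between 0.412 and 1.03 normalised units per library.

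The genes that define the sorts followed the labels in part. Ly6c2 had log2 values of 9.65, 9.87 and 10.56 in Ly6C high cells on days 1, 2 and 4, and of 6.16 and 4.64 in Ly6C low cells on days 2 and 4. Ly6c1, a close paralog whose reads the counting may have shared with Ly6c2, was at 7.31, 7.67 and 9.71 against 3.64 and 3.93. Between days 2 and 4 of Ly6C high cells, Ly6c1 rose by 2.03 and Ly6c2 by 0.69. Endothelial markers rose there too, by a median of 2.76, and whether Ly6c1 came in part from endothelial cells was not tested. Ly6g, the neutrophil surface marker, was at 3.48 in neutrophils and listed at 0 in the 5 macrophage groups. The macrophage genes Csf1r and Emr1 (the table's symbol for Adgre1, which encodes F4/80) were at 13.27 and 12.22 in the neutrophil column, close to 13.52 and 12.34 in Ly6C high cells of day 1. Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399, GRCm38) was at 6.01 in neutrophils, at 6.29, 7.93 and 8.81 in Ly6C high cells on days 1, 2 and 4, and at 8.14 and 8.45 in Ly6C low cells on days 2 and 4.

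**Figure D1:**
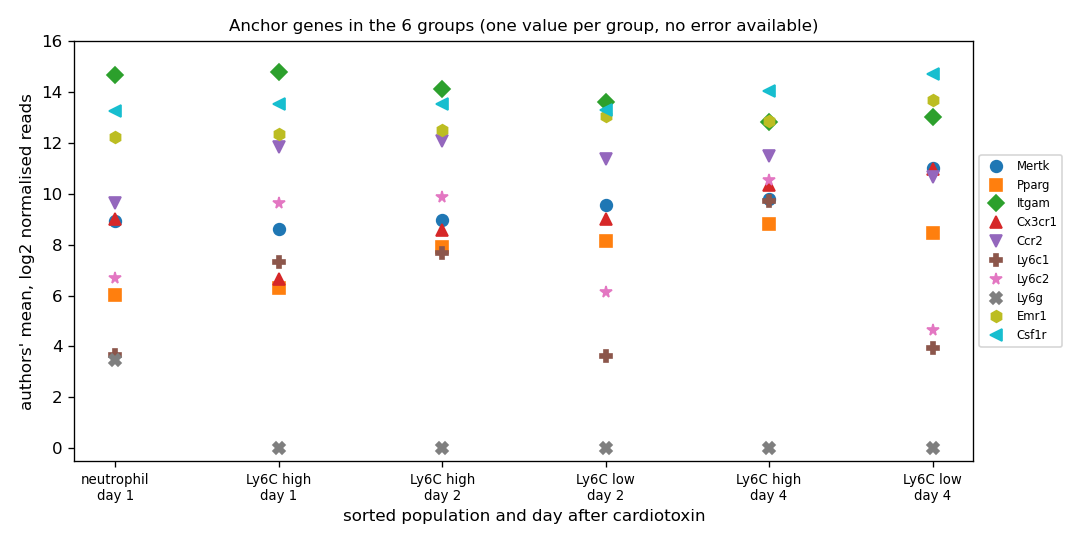
Log2 normalised reads (vertical axis, authors' group mean) of the 10 anchor genes in the 6 groups (horizontal axis), 1 point per gene and group and no error bars because no sample values were used. Ly6c2 lies at 9.65 to 10.56 in the Ly6C high groups and at 6.16 and 4.64 in the Ly6C low groups, while Pparg lies at 6.29 in Ly6C high cells of day 1 and at 7.93 or above in the later macrophage groups.

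Across the 13065 genes the closest columns were Ly6C high cells of days 1 and 2, with a Pearson correlation across genes of 0.986, and the farthest were neutrophils and Ly6C high cells of day 4, at 0.728. Genes are not independent replicates. The first principal component, with 51.3% of the variance, set neutrophils apart from the day 4 groups, the second, with 28.8%, set Ly6C high cells of days 1 and 2 and Ly6C low cells of day 2 apart from the others, and the third, with 16.1%, set the Ly6C low groups apart from the Ly6C high groups.

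The first comparison asked how Ly6C high macrophages of day 1 differ from neutrophils of the same day. Neutrophil markers were lower in the macrophages for 14 of the 16 members compared, with a median difference of -3.52. Cxcr2, a chemokine receptor, was at 5.21 against 12.37 in neutrophils, and the calcium-binding proteins S100a9 and S100a8 were at 9.64 against 15.49 and at 9.34 against 14.35. Genes of antigen presentation by MHC class II were higher in the macrophages for 11 of 14 members, among them Cd74 (13.92 against 10.40), H2-Ab1 (10.83 against 7.69) and the costimulatory gene Cd86 (12.16 against 8.86). Markers of other cells were higher in the same column, those of dendritic cells for 10 of 15 (2 lower), of fibroblasts for 9 of 11, of endothelial cells for 8 of 12 and of erythroid cells for 4 of 4. Alternative polarization genes were higher for 15 of 21, among them the chemokines Ccl24 (11.61 against 5.14) and Ccl8 (9.28 against 5.04). Classical monocyte markers were higher for 9 of 18 and lower for 2, with Vcan at 14.21 against 10.77 and Plac8 at 10.98 against 7.56.

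Inflammatory cytokines and chemokines were split, 10 of 21 higher in the macrophages and 8 lower. Ccl7 was at 13.58 against 9.71 and Lif at 10.24 against 6.63, while Ccl3 was at 11.46 against 15.74 and Il23a at 6.75 against 11.08. Interferon response genes were lower for 14 of 25, with Ifit1 at 4.65 against 8.24 and Rsad2 at 8.04 against 10.84. Cell cycle genes were lower for 31 of 33, with the proliferation marker Mki67 at 8.93 against 12.09 and Top2a at 5.69 against 8.98. Macrophage maturation genes were split, 5 of 19 higher in the macrophages and 5 lower. Of macrophage genes picked after their values were seen, some were higher in the neutrophil column, Gpnmb at 12.15 against 8.21, Igf1 at 9.95 against 5.04, Siglec1 at 9.70 against 6.29 and C1qc at 10.71 against 9.14, where Ly6g was at 3.48, and Mrc1 was lower there, at 12.50 against 14.72. Csf1r and Emr1 were also close between the columns. Which cells of the neutrophil column carried these macrophage genes, or the cell cycle and interferon response genes, was not tested. The differences above are therefore between columns and cannot be assigned to neutrophils alone. Ribosomal protein genes were higher for 55 of 81, with a median difference of 1.21. Reads of 1 of the 2 neutrophil libraries may have been counted in another way, as described at the end. Whether that lowered these genes in neutrophils is open. Over all genes, 3886 of the 11890 compared were at least 2-fold apart, 1974 higher and 1912 lower in the macrophages. The genes with the largest difference upward included processed pseudogenes such as AC111044.1 (13.63 against 6.60) and Gm10275 (11.61 against 5.38), which are copies of other genes. Of 1031 processed pseudogenes compared, 790 were higher and 23 lower, with a median difference of 2.27, whereas the median of 10204 protein-coding genes was 0.00. With protein-coding genes alone, 38.2% of the genes 2-fold apart were higher, against 50.8% with all genes.

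Ly6C high cells of days 1 and 2 were compared to follow the inflammatory macrophages over their first day in the muscle. The differences were small next to those of the other comparisons. On day 2 the osteopontin gene Spp1 was at 16.54 against 13.79, the lysosomal proton pump subunit Atp6v0d2 at 8.45 against 5.55, Gpnmb at 10.51 against 8.21, the lipoprotein lipase gene Lpl at 11.08 against 8.84 and the fractalkine receptor Cx3cr1 at 8.60 against 6.66. Pparg was higher on day 2 by 1.64. Of 21 inflammatory cytokines and chemokines, 10 were at least 2-fold lower and none higher, with a median difference of -0.94, and these included Cxcl5 (6.78 against 10.09), Il1a (9.54 against 12.15), Lif (7.79 against 10.24) and Cxcl3 (12.03 against 14.28). Neutrophil markers were lower with them, 5 of 11 and none higher, with a median difference of -0.78. The platelet basic protein gene Ppbp was at 10.30 against 13.81 and Ereg, a growth factor of the EGF family, at 6.45 against 9.55.

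Cell cycle genes were higher on day 2 for 11 of 22 and lower for none, and interferon response genes were higher for 5 of 26. Fibroblast markers were higher for 9 of 16, with Col3a1 at 9.17 against 7.34. The heat shock genes Hspa1a and Hspa1b, near-identical copies whose reads may be shared, were at 11.73 against 14.29 and at 11.69 against 14.40. In all, 282 of 11232 genes were 2-fold apart, 158 higher and 124 lower on day 2. In the simulation with an assumed variation between animals of 0.3, 104 genes passed by chance, so single genes near the threshold cannot be told from variation between animals. With genes at a log2 value of at least 5 in at least 2 groups, 71.9% of those 2-fold apart were higher, against 56.0%, but the share was 51.3% after quantile normalization and 47.1% with a minimum of 7.

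Between days 4 and 2 the list furthest apart in the Ly6C high column was that of fibroblast markers, which were higher on day 4 for 18 of 20 members, with a median difference of 4.86. Col1a2 was at 13.57 against 8.16, Dpt at 8.71 against 2.77 and periostin, encoded by Postn, at 12.43 against 5.95. The imprinted noncoding RNA H19 was at 9.64 against 2.13, Cilp at 9.38 against 2.05 and the Wnt antagonist Sfrp1 at 8.92 against 2.27. All 14 endothelial markers were higher, with Cdh5, which encodes VE-cadherin, at 10.56 against 7.67 and Tie1 at 9.66 against 6.48. T and NK cell markers were higher for 4 of 5 and B cell markers for 4 of 4, the latter with a median difference of 2.45. Dendritic cell markers were higher for 8 of 15 and lower for 2, with Siglech at 9.51 against 7.03 and Ccr9 at 8.51 against 5.99. These markers of other cells were higher in the same column as the gene groups that follow.

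Interferon response genes were higher on day 4 for 17 of 28 and lower for none, with Cxcl9 at 8.36 against 3.55 and Ifit2 at 8.92 against 6.40. The list of immediate early and dissociation stress genes was higher for 4 of 22 and lower for 1. Of the 22, 17 were above 0, with a median difference of 0.53, Egr1 at 12.19 against 9.97 and Hspa1b at 13.81 against 11.69. Cell cycle genes were higher for 20 of 33, MHC class II genes for 8 of 14 and complement genes for 9 of 14 (2 lower). Axl, a receptor for apoptotic cells, was at 11.92 against 7.79. Targets of the sterol receptor LXR were higher for 6 of 15, with the phospholipid transfer protein gene Pltp at 12.56 against 9.62 and the cholesterol exporter Abcg1 at 11.27 against 8.94, and 8 of 24 genes of cholesterol synthesis were lower, with Sqle at 6.90 against 8.53. PPAR target genes were higher for 2 of 19, Angptl4 (9.83 against 5.62) and the fatty acid binding protein Fabp4 (11.16 against 9.19), which is also an endothelial marker. Cytokines and chemokines were lower for 10 of 22 and higher for 4. Neutrophil markers were lower in the same column for 6 of 10 and higher for 1, with a median difference of -1.84. Ppbp was at 6.54 against 10.30 and Serpinb2 at 6.10 against 9.30. Glycolysis genes were lower for 5 of 22, with the lactate exporter Slc16a3 at 10.55 against 12.06. In all, 2008 of 12348 genes were 2-fold apart, 1761 higher and 247 lower on day 4. Quantile normalization moved the share of higher genes from 87.7 to 66.4%.

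Over the whole course, from day 1 to day 4, 2674 of 12391 genes were 2-fold apart in Ly6C high cells, 2182 higher and 492 lower on day 4. The share of higher genes was 81.6%, and 62.5% after quantile normalization. Inflammatory cytokines and chemokines were lower for 16 of 23 and higher for 2, with a median difference of -2.03. Those lower included Cxcl3 (10.25 against 14.28), Il1a (8.37 against 12.15) and Ptgs2, which encodes cyclooxygenase-2 (11.64 against 14.58). Neutrophil markers were lower for 8 of 11, with S100a9 at 5.04 against 9.64. Interferon response genes were higher for 24 of 28 and complement genes for 9 of 14 (2 lower), with C1qb at 12.04 against 9.07. The repair factor Igf1 was at 9.72 against 5.04, Gdf15 at 8.97 against 4.63 and Apoe, an LXR target, at 17.02 against 14.09. Pparg was higher on day 4 by 2.53 and Cx3cr1 by 3.69. Fibroblast markers were higher for 18 of 20 (median difference 5.84) and endothelial markers for 14 of 14.

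Ly6C low and Ly6C high cells were compared on each day that had both. On day 2, classical monocyte markers were lower in Ly6C low cells for 13 of 18, with a median difference of -1.36, including Plac8 (7.75 against 10.90), Vcan (10.22 against 13.35) and Ifitm6 (5.16 against 8.40), a list to which Ly6c2 itself belongs. Cell cycle genes were higher in Ly6C low cells for 28 of 34, with a median difference of 1.76, among them the replication licensing gene Mcm6 (9.69 against 7.66) and Top2a (9.19 against 7.35). The apoptosis inhibitor Cd5l was at 8.44 against 5.35, Lyve1 at 9.24 against 6.53, Ccl8 at 10.96 against 8.52 and Igf1 at 9.26 against 6.90. Complement genes were split, 3 of 13 higher and 3 lower, with C1qb at 11.58 against 9.97 and C1qc at 11.59 against 9.94. MHC class II genes were lower for 9 of 13, with Cd86 at 10.65 against 11.89, and interferon response genes for 7 of 26. Among cytokines, 5 of 20 were lower, with Il1b at 12.82 against 14.63. Fibroblast markers were lower for 14 of 15, endothelial markers for 7 of 11 and dendritic cell markers for 6 of 14 (none higher, median difference -0.93) in Ly6C low cells, so genes of other cells also separated the columns. Pparg differed by 0.21. In all, 889 of 11482 genes were 2-fold apart, 426 higher and 463 lower in Ly6C low cells.

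On day 4, among genes at or above the median of the higher column, those furthest below in Ly6C low cells included the transcription factor Spib (3.34 against 9.73), Ly6c2 (4.64 against 10.56), Ly6c1 (3.93 against 9.71), Siglech, a marker of plasmacytoid dendritic cells (3.99 against 9.51), and Ccr9 (3.26 against 8.51). Endothelial markers were lower for 13 of 14, with a median difference of -4.16, including Cldn5 (3.62 against 8.40), Esam (4.06 against 8.73) and Cdh5 (6.25 against 10.56). Fibroblast markers were lower for 19 of 20, with Cd34 at 5.97 against 10.35. Monocyte markers were lower for 11 of 18. Cytokines and chemokines were lower for 7 of 22 and higher for none, with Il6 at 5.81 against 9.14. Neutrophil markers were lower in the same column for 5 of 9 and higher for 2, with a median difference of -1.33. Markers of other cells went the opposite way too. Myogenic progenitor markers were higher in Ly6C low cells for 4 of 5, with a median difference of 1.72. Cell cycle genes were higher for 19 of 34, with Ccna2 at 8.52 against 7.34. Mertk, which takes up apoptotic cells, was at 11.00 against 9.80, Cd5l at 8.24 against 5.88, the matrix protease Mmp12 at 12.69 against 10.90, Atp6v0d2 at 11.68 against 9.80 and the lysosomal protease Ctsd at 16.87 against 15.54. Pparg was at 8.45 against 8.81. PPAR target genes had 0 of 20 members 2-fold higher and 2 lower, Fabp4 and Angptl4, while 16 of the 20 were above 0, with a median difference of 0.30 at percentile 99.9 of the random lists. On day 2 that median was 0.36, with 16 of 19 above 0. A high percentile on day 4 was not particular to PPAR target genes. Lysosome genes (median 0.57, 36 of 36 above 0) and macrophage maturation genes (0.63) were at percentile 100. Secreted repair and growth factors (0.30) were at 99.9, while classical monocyte markers and inflammatory cytokines and chemokines were at 0. In all, 1414 of 12438 genes were 2-fold apart, 303 higher and 1111 lower in Ly6C low cells. The share of higher genes was 21.4%, and 36.8% after quantile normalization.

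Ly6C low cells were also compared between days 4 and 2. Fibroblast markers were higher on day 4 for 18 of 20, with a median difference of 5.16, and Postn was at 10.35 against 3.67 and Col1a1 at 12.07 against 5.68. Endothelial markers had 0 of 6 members 2-fold apart, and 5 of 5 myogenic progenitor markers were higher. Interferon response genes were higher for 25 of 28, with Ifit2 at 9.27 against 5.65. MHC class II genes were higher for 9 of 14, with Ciita, their transactivator, at 8.63 against 5.71. LXR targets were higher for 7 of 14, with Pltp at 13.60 against 10.87. Axl was at 11.31 against 6.68 and Gdf15 at 10.06 against 6.21. Ppbp was at 5.27 against 10.32 and S100a9 at 3.71 against 8.97. Cytokines and chemokines were lower for 7 of 21 and higher for 3, with Ccl7 at 10.44 against 12.88. Neutrophil markers, to which S100a9 belongs, were lower in the same column for 7 of 10 and higher for none, with a median difference of -2.08. In all, 1346 of 11824 genes were 2-fold apart, 1091 higher and 255 lower on day 4. The share of higher genes was 81.1%, and 68.8% after quantile normalization.

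**Figure D2:**
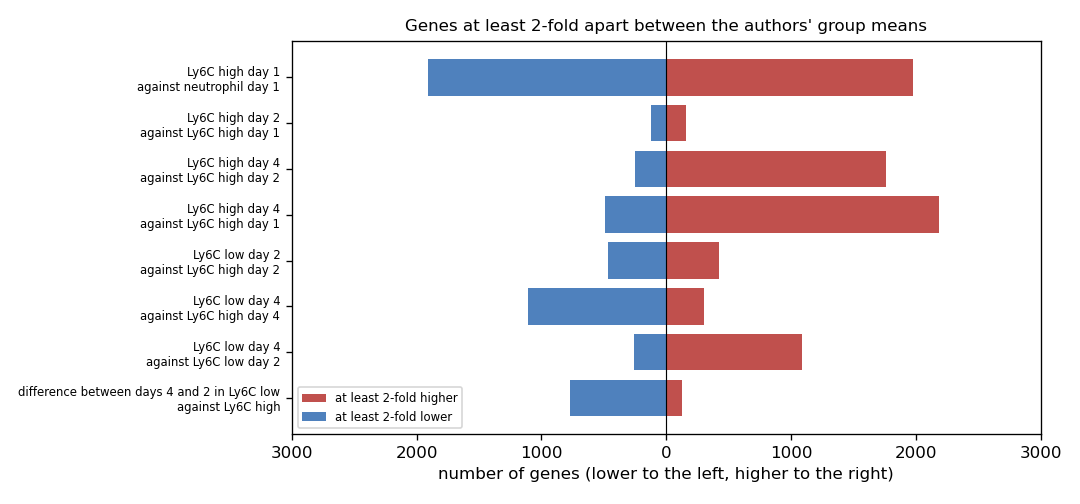
Number of genes (horizontal axis, lower to the left and higher to the right) at least 2-fold apart between the authors' means in each comparison (vertical axis), and in the last bar at least 2-fold apart in the difference of differences. Ly6C high cells of days 2 and 1 have the fewest, 158 higher and 124 lower, and Ly6C high cells of days 4 and 1 have 2182 higher and 492 lower.

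The difference between Ly6C low and Ly6C high cells was itself compared between days 4 and 2. The log2 difference was higher on day 4 by at least 1 for 122 genes and lower by at least 1 for 769 of 12621, a share of 13.7% higher, and 28.2% after quantile normalization. Endothelial markers were lower for 13 of 14, with a median of -1.97, and their difference between Ly6C low and Ly6C high cells widened from a median of -1.89 over 11 members on day 2 to -4.16 over 14 on day 4. Cdh5 by itself had -2.71. Fabp4 had -2.83. Cell cycle genes were lower for 6 of 34 and higher for none, with Mcm6 at -1.27. Their median difference went from 1.76 to 1.05, and all 34 were above 0 on both days. Myogenic progenitor markers were higher for 5 of 5, with a median of 2.14. On day 2 these markers lay near the floor, with medians of 0.42 in Ly6C high and 0 in Ly6C low cells. Their value thus largely restates the day 4 difference (median 1.72) and cannot show a change between the days. The adhesion receptor gene Emr4 had 2.34 and the integrin Itgal 1.99. Pparg had -0.58. The median of the fibroblast markers was 0.13 and changed sign with a pseudocount of 5, to -0.49, and with quantile normalization, to -0.23.

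**Figure D3:**
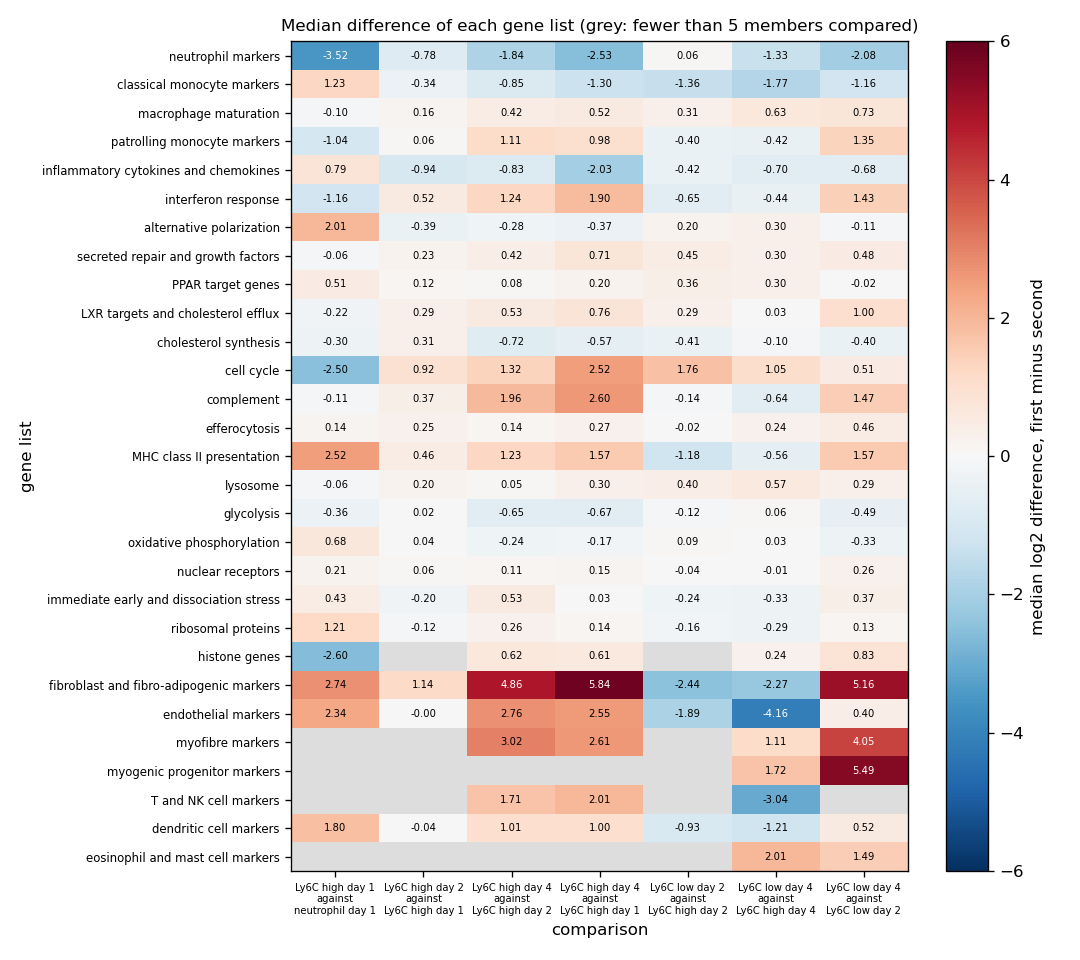
Median log2 difference (colour and printed value, first group minus second) of each gene list (vertical axis) in the 7 comparisons of pairs of groups (horizontal axis), with grey cells where fewer than 5 members were compared. Fibroblast markers lie at 4.86, 5.84 and 5.16 where day 4 is set against an earlier day, myogenic progenitor markers at 5.49 between days 4 and 2 of Ly6C low cells, and endothelial markers at -4.16 in Ly6C low against Ly6C high cells of day 4.

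Comparisons that share no samples were set side by side. The differences between Ly6C low and Ly6C high cells on day 2 and on day 4 had a Pearson correlation across genes of 0.742 and a Spearman correlation of 0.662 over 11299 genes. Of these genes, 167 were 2-fold higher on both days where independent lists would share 8.76, 274 were lower on both days where 17.9 would be shared, and 2 were higher on day 2 and lower on day 4, with none the opposite way. The day 2 difference between Ly6C low and Ly6C high cells and the day 4 against day 1 difference of Ly6C high cells had a Pearson correlation of 0.257, with 278 genes higher in both (42.6 for independent lists), 136 lower in both (19.0), 164 lower in the first and higher in the second (53.2) and 7 the opposite way (15.2). This correlation depended on the filter and was -0.0158 under the filter fixed before the data were examined. The day 4 difference between Ly6C low and Ly6C high cells and the day 2 against day 1 difference of Ly6C high cells had a Pearson correlation of 0.265, and 0.0908 under that filter.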

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

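No paired analysis was possible because the table holds 1 value per group, so the replicate numbers of the labels have no values. For the same reason the fits of single pairs of groups, the fit without a mean-variance trend, the sample weights, the leaving out of samples and the gene set tests were not run. Of the 9 settings tried, 2 were chosen after the data were seen, namely a log2 value of at least 7 in 1 of the groups and protein-coding genes only, and so was the filter behind the reported counts, a log2 value of at least 5 in 1 of the groups. A count was called moved beyond 1.5 times, and a difference beyond 1.5-fold. The filter decides how many genes pass. In the order of the report (Ly6C high day 1 against neutrophils, days 2 and 1, 4 and 2, and 4 and 1 of Ly6C high, Ly6C low against high on day 2 and on day 4, Ly6C low days 4 and 2, and the difference of differences), the filter fixed before the data were examined gave 6433, 1009, 4034, 4867, 2230, 2762, 3160 and 2271 genes, no filter gave 8154, 1024, 4542, 5398, 2244, 3263, 3235 and 2826, and the minimum of 7 gave 2556, 136, 1019, 1471, 448, 723, 750 and 342, since more or fewer low genes are counted. A minimum of 5 in at least 2 groups gave 940 for Ly6C low against high on day 4 and 527 for the difference of differences. Pseudocounts, both rescalings and protein-coding genes alone kept all 8 total counts within 1.5 times. The counts of higher and of lower genes were less stable. Quantile normalization moved 2 of the 8 counts of higher genes and 3 of those of lower genes. Protein-coding genes alone moved 1 count of higher genes, from 1974 to 1034 in Ly6C high cells of day 1 against neutrophils. Quantile normalization moved the median of all genes by over 0.1 between Ly6C high cells of days 4 and 2, to -0.11, and of days 4 and 1, to -0.12. Against neutrophils it moved it from 0.0753 to -0.0331, and median-ratio rescaling to -0.0702.

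Of 1917 list medians under other settings, 60 moved, and 10 of those reported outside the central 95% of the random lists changed sign. A filter cannot alter the difference of a single gene, and median-ratio rescaling shifts all genes by too little to count as moved. Of 576 differences of named genes, a pseudocount of 5 moved 22 and quantile normalization 9, and none at least 2-fold apart changed sign under either. The cause of the sign changes was not tested beyond the members each filter keeps. In Ly6C low against high cells of day 4, eosinophil and mast cell markers had medians of -0.0861 without a filter, -0.14 with the filter fixed beforehand, -0.56 with 5 in at least 2 groups and -0.0513 with 7, T and NK cell markers 0.18 with both of the last filters, and myofibre markers -0.62 with 7. For the difference of differences, fibroblast markers had -0.49 with a pseudocount of 5 and -0.23 after quantile normalization, and alternative polarization 0.0170 with 7. The correlation of the day 2 and day 4 differences between Ly6C low and high cells was 0.607 without a filter. That of the day 2 difference with the day 4 against day 1 difference of Ly6C high cells was -0.0251 without a filter, -0.0158 with the filter fixed beforehand and 0.118 with 5 in at least 2 groups. That of the day 4 difference with the day 2 against day 1 difference was 0.0771 without a filter and 0.0908 with the filter fixed beforehand. Depth limits the low genes, since a log2 value of 5 stands for as few as 31.2 reads. That number is from the neutrophil library whose reads may have been counted in pairs, where independent reads would be fewer.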

Other observations

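Every test below was chosen after the result it bears on was seen, except the comparison of pseudogenes with their parent genes. All rest on 1 value per group, and none has a replicate check.

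Some genes of mast cells and of muscle precursors, picked here after their values were seen, were highest in Ly6C low cells of day 4 among the 6 columns. The eosinophil and mast cell list as a whole was split between Ly6C low and Ly6C high cells of that day, with 4 of 7 members higher and 2 lower, and its median of 2.01 turned negative under 4 settings. The mast cell proteases Cma1 and Mcpt4 were at 7.26 and 6.26 there, against 5.24 and 3.19 in Ly6C high cells of that day. The muscle transcription factor Myog was listed at 0 on days 1 and 2 and stood at 3.39 in Ly6C high and 5.98 in Ly6C low cells of day 4, and Myh3, the embryonic myosin heavy chain, at 3.35 and 5.88.

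Fibroblast markers were higher on day 4 than on day 2 in both macrophage columns. Scaling by the authors as the whole cause is argued against, because after quantile normalization the list still had medians of 4.90 in Ly6C high cells (lower quartile 3.75) and 4.49 in Ly6C low cells (lower quartile 3.42). Matrix genes switched on in the macrophages without other fibroblast genes are argued against in Ly6C high cells. There the 6 markers that are not matrix genes (Pdgfra, Thy1, Pi16, Cd34, Ly6a and Gsn) had a median difference of 2.86 (quartiles 1.03 and 3.22). All 14 endothelial markers were higher in that column too, with a median difference of 2.76. Whether any of the 6 rose with endothelial cells, which would weaken this argument, was not tested. In Ly6C low cells the 6 markers had a median of 1.27 (quartiles 0.11 and 3.20), which leaves matrix genes without other fibroblast genes open. Pdgfra went from 4.25 to 8.44 in Ly6C high and from 1.88 to 6.13 in Ly6C low cells, and Thy1 from 5.40 to 8.62 and from 2.32 to 6.15. Gsn, already at 12.13 and 12.29 on day 2, has a baseline that would hide a small share of other cells, while Pi16 went from 8.31 to 8.19 and from 6.59 to 4.93. Fibroblasts or their RNA in the sorted cells remain a possible explanation in both columns, with Dcn at 10.88 in Ly6C high cells of day 4. A wider programme in the macrophages was not tested and stays open, as does the day.

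Endothelial markers were higher in Ly6C high than in Ly6C low cells on day 4. Endothelial cells, some of which carry Ly6C, may have fallen in the Ly6C high gate. On day 2, 7 of 11 of these markers, a share of 0.636, were at least 2-fold lower in Ly6C low cells, which leaves this open. A generally lower purity of the Ly6C high sort also stays open. It would lower the markers of other cells alike in Ly6C low cells. Fibroblast markers were lower for 19 of 20, dendritic cell markers for 9 of 16 and T and NK cell markers had a median of -3.04 (0.18 under 2 of the filters), while myogenic progenitor markers lay the other way, with a median of 1.72 over 5 genes, 4 of which were under 5 in Ly6C high cells. The endothelial median minus the fibroblast median was -1.88. The quartile ranges of the 2 lists were just apart (-4.65 to -2.82 and -2.65 to -1.84), but their full ranges overlapped (-5.65 to -0.53 and -4.38 to -0.64). Fabp4, one of the endothelial list, is also counted as a PPAR target. The sort's other surface markers are not given in the sources used here.

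Processed pseudogenes were lower in the neutrophil column than in Ly6C high cells of day 1. For 161 named pseudogenes set against their parent genes, the pseudogene's difference exceeded the parent's by a median of 1.39 (quartiles 0.15 and 2.83), and 126 were above 0, which argues against a difference of expression taken over from the parents as the whole cause. The parents were themselves higher in Ly6C high cells, by a median of 1.14 (quartiles 0.45 and 2.35) against 2.90 for the pseudogenes, so a part of it stays open. Pseudogenes that share a parent are not independent, and how many distinct parents the 161 have is not given here. In one neutrophil ladder, genes with 3 reads were 0.0956 times as frequent as the mean of those with 2 and 4, where the lowest ratio was 0.489 among the 9 libraries of other groups that gave one (6 gave none), while the other neutrophil ladder had 0.905. Reads of 1 of the 2 libraries may thus have been counted in pairs or mapped in another way. The column holds the mean of both libraries, so whether this lowered the pseudogenes, or the ribosomal protein genes (median difference 1.21), is open. No biological explanation can be set apart from it, since the neutrophils are in these libraries alone.

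Xist was at 6.42 in the neutrophil column and at most 1.77 in the others, although all animals are labelled male, and the Y-linked gene Ddx3y was at 10.46 in neutrophils and between 9.93 and 10.46 in the macrophage groups. Gm15725 (chromosome 16, 37882542 to 37883631, GRCm38), a transcribed processed pseudogene, was at 9.02 in neutrophils, listed at 0 in Ly6C high cells of day 1, at 3.27 and 3.37 on day 2 and at 9.41 and 9.34 on day 4. The day 2 means can come from a low level in every library or from a high level in 1 of 3 libraries. Group means cannot tell which, so these values do not show a gradual rise. Whether the days also differ in batch of animals or processing was not tested. Hspa1a was at 10.48 in neutrophils and 14.29 in Ly6C high cells of day 1, 11.73 and 11.54 in the columns of day 2, and 13.73 and 13.14 in those of day 4.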
